A study of Mus musculus with 24 samples. Its data were reported in "Single-Cell Transcriptome Analysis Dissects the Replicating Process of Pancreatic Beta Cells in Partial Pancreatectomy Model" (2020).

How the data were processed

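Islets were isolated from the pancreas of young (8 weeks) and old (52 weeks) mice, either without an operation (control) or 2, 7 or 14 days after partial pancreatectomy (PPTx, surgical removal of part of the pancreas). The 24 libraries were grouped by their titles into 4 control and 4 day 2 libraries at each age, and 2 libraries at each of days 7 and 14 at each age. Per the paper's methods, RNA from whole islets was amplified with an ultra-low-input kit, and single reads were sequenced.

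The authors deposited 1 file per library. Per the file headers, reads had been aligned with TopHat to the mouse genome build mm9, and uniquely mapped reads were counted per RefSeq gene by rpkmforgenes. The deposited read counts are whole numbers per gene and carry no normalization. The deposited RPKM values were divided by the authors by gene length and by the number of reads in genes. The paper's methods name other tools (HISAT2 and HTSeq, with Ensembl genes, and DESeq2 for the tests), so the counts used here need not be those behind the published lists. Each file held 22197 features, of which 1458 joined the names of overlapping or identical genes and 441 carried a name used more than once. Reads of such features can be shared, and row sums exceeded the reads in genes given in the headers. Values for those features are uncertain. The counting is not stated to use strand.

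Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, after TMM scaling and the filterByExpr filter, and p-values were adjusted by Benjamini-Hochberg with a threshold of 0.05. Day 2 was compared with control in a fit of 8 libraries per age, and age in the 8 control libraries. The difference between ages in the response at day 2 (the interaction) was tested in 16 libraries, as young minus old. Days 7 and 14 were compared with control in fits of the 12 libraries of 1 age. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, on log2 CPM with a prior count of 2, two-sided. The 4 main lists over 3 comparisons gave 12 tests, which were adjusted together. List scores per library, the mean log2 CPM of the members, were compared with a two-sided exact permutation test; 4 against 4 libraries cannot give a p below 0.0286. The main lists were ER stress and folding, S phase, G2/M phase and inflammation. Further lists covered the PERK-ATF4 arm, beta cell identity, acinar, ductal, leukocyte, fibroblast, endothelial and other endocrine markers, immediate early genes, the interferon response and sex genes.

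Genes were named by a rule set, with the lists, the tests and the alternatives listed below (other than those said to have been added later), before the data were examined. Values are given for Reg3a, Reg3g, Hspa5, Mcm2, Mcm5, Mcm6, Mki67 and Pcna. For 4 comparisons (day 2 at each age, the interaction, and age), the 5 genes with the largest rise and the 5 with the largest fall were added, among those past the threshold with a mean log2 CPM above 1 and groups that did not overlap (for the interaction, in at least 1 age). Positions are 1-based, from the GENCODE annotation of the same genome build.

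The alternatives were RLE and upper quartile scaling, DESeq2 1.42.0, no filter beyond 1 count, at least 10 counts in every library, all 24 libraries in one fit, limma-trend on log2(RPKM + 1), the replicate number as a block, the run label as a covariate, only libraries of the first run label, the collection code as a random block, a fold change of at least 2, and leaving out each replicate. Rows with one unrepeated name, the share of mapped reads in genes as a covariate (as a logit, alone or with the replicate block), and leaving out genes that tracked acinar markers were added after the data had been seen. The run label was read from the descriptions. The second label covered replicates 3 and 4 of the old control and old day 2 groups only. Collection codes each belonged to 1 group.

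Same-numbered libraries were checked for pairing by correlating their deviations from the group means. In the old control and day 2 groups the 4 correlations were 0.494, 0.420, 0.263 and 0.757, so those libraries were treated as paired. The pairing followed the run label, which split replicates 1 and 2 from 3 and 4. In young libraries the correlations ran from 0.0113 to 0.342 and the libraries were treated as unpaired. The young values of replicates 1 and 4, 0.342 and 0.264, were as high as the lowest old value. Libraries with different numbers were not compared, so pairing of the young libraries was not settled. No pair of replicates agreed within sampling noise, so none was treated as a repeat deposit of 1 library. That check does not show that the libraries came from separate mice.

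The tests were checked on simulated counts with 200 changed genes, planted only among genes above a minimum expected count. Recovery of genes with low counts was therefore not measured. Each design was drawn a single time, without a difference between run labels. At 2-fold, 79% of changed genes were recovered in the young day 2 design (13388 genes), 68% in the old day 2 design (14077 genes) and 49% in the interaction design (14705 genes). False calls were 7.41% of calls in the young and 6.51% in the old design with edgeR, and 16.1% and 20.5% with DESeq2.

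Total counts per library ran from 3924105 to 12379646, so 1 count stood for 0.255 to 0.0808 CPM. Reads without molecular identifiers are not independent molecules. The single-cell data of the study were not analysed here.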

Results

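Bulk RNA-seq was performed on pancreatic islets of young (8 weeks) and old (52 weeks) mice to ask how gene expression responds to PPTx and whether the response differs with age. There were 4 control and 4 day 2 libraries at each age, and 2 libraries at each of days 7 and 14. Total counts ranged from 3924105 in young day 2 replicate 1 to 12379646 in old day 14 replicate 2.

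The libraries differed in composition in ways that groups did not explain. The share of mapped reads that fell in genes ranged from 23.2% in old control replicate 4 to 61.4% in old day 7 replicate 2. The leading principal component held 36.7% of the variance and followed this share over the 24 libraries (Pearson's r = -0.957 and Spearman's rho = -0.93, both with a permutation p of 1e-05, the smallest that 100000 permutations can give, and an adjusted p of 1e-05 over 2 relations). Without the 2 libraries farthest from the median share, r was -0.926. Within the 20 libraries of the first run label r was -0.947, and after removing group means it was -0.977. The second run label held 4 libraries, too few for a value.

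Amylase, a product of the exocrine pancreas, also varied. The 5 amylase 2 rows held 16.03% ± 7.42 of counts in young control islets (SD, n = 4) and 1.62% ± 1.22 in young day 2 islets (SD, n = 4). In old islets they held 1.75% ± 1.68 in controls and 3.49% ± 4.07 at day 2 (SD, n = 4 each). These rows are near-identical copies, so the split of reads among them is uncertain.

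**Figure D1:**
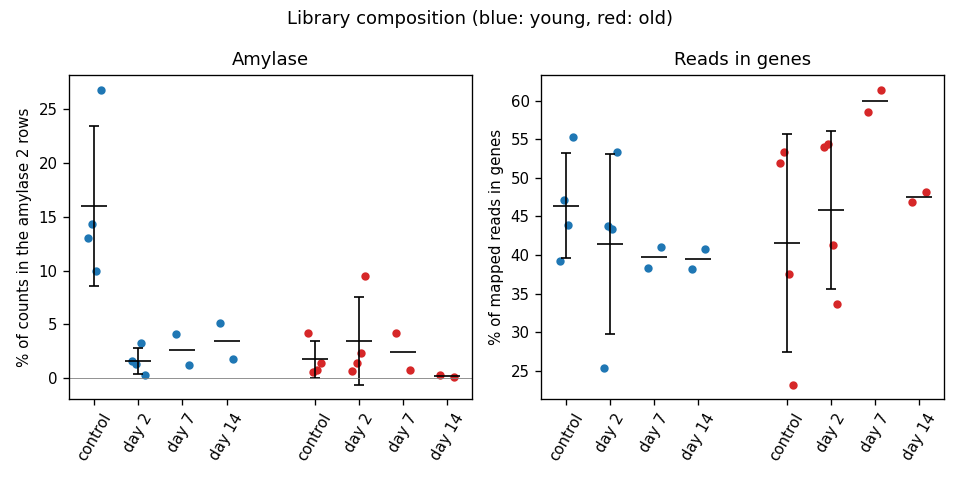
Percent of counts in the amylase 2 rows and percent of mapped reads in genes for each library, by age and day. Points are libraries, black lines are means, and error bars are SD in groups of 4; young controls lie between 9.93% and 26.8% amylase, and young day 2 libraries between 0.328% and 3.26%.

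**Figure D2:**
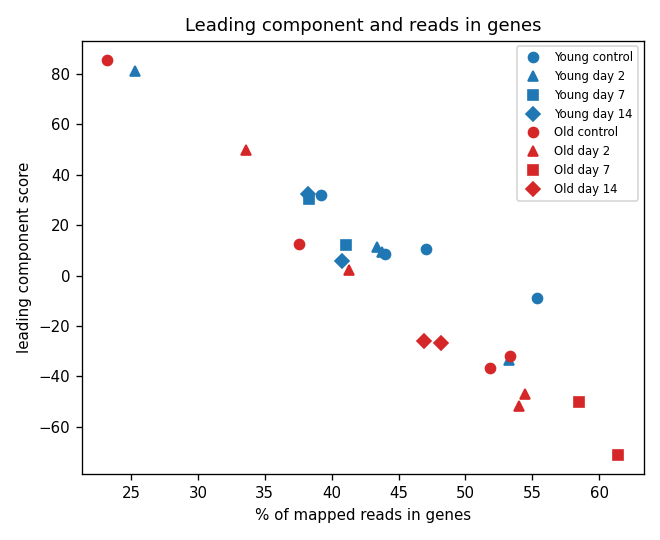
Score of the leading principal component against the percent of mapped reads in genes, 1 point per library, with colour for age and shape for day. The score falls as the share rises, from 23.2% to 61.4% of mapped reads.

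To find the early response, day 2 was compared with control at each age. In young islets, 936 of 13388 genes changed (edgeR, adjusted p below 0.05), 508 higher and 428 lower, and 199 of these changed by at least 2-fold. Among alternatives with no minimum fold change, the one that moved this count most was limma-trend on log2(RPKM + 1), with 2600 genes, of which 2485 were higher; the median log2 fold change of all genes was 0.25 on that scale and 0.0091 with edgeR. The count without 1 library ranged from 376 (without day 2 replicate 3) to 1108 (without day 2 replicate 4). In old islets, 3 of 14077 genes changed, all higher, and 852 had an unadjusted p below 0.05. With the replicate number as a block, 78 genes changed in old islets, and DESeq2 gave 83. The 3 genes were Rgs4 (log2 fold change 1.24, SE 0.0877, adjusted p 0.00206), Socs3 (1.05, SE 0.118, adjusted p 0.0372) and the joined row Insl3+Jak3 (1.29, SE 0.145, adjusted p 0.0372), whose reads cannot be assigned to either gene. Across the 8 fits that each left out 1 library, Rgs4 kept its call in 8, Socs3 in 0 and Insl3+Jak3 in 1. Rgs4 (chromosome 1, 171671608 to 171677773) was the 1 gene called at both ages.

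Genes called in both ages were then counted among 13220 genes tested in both. Of 925 young and 3 old calls 1 was shared, against 0.21 expected (Fisher's exact test, two-sided, p = 0.196). DESeq2 gave 25 shared genes, 17 in the same direction, and the run label as a covariate in the old fit gave 16, 15 in the same direction. Across genes, which are not independent replicates, the log2 fold changes of the 2 ages had a Pearson's r of -0.0913 and a Spearman's rho of -0.0173. Genes higher in young islets had a median log2 fold change of 0.56 there and 0.055 in old islets.

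In young islets the genes with the largest rises were Reg3g, Reg3a, Cdc6, Mcm5 and Mcm3. Reg3g (NM_011260 in the files, chromosome 6, 78416262 to 78418868) rose by a log2 fold change of 4.40 (SE 0.901, adjusted p 0.0163) and Reg3a (chromosome 6, 78330703 to 78333833) by 4.04 (SE 0.862, adjusted p 0.0193). Reg3a was at 0.309 ± 0.255 CPM in young controls and 5.31 ± 5.77 CPM at day 2 (SD, n = 4 each). In old islets it was at 0.131 ± 0.187 CPM in controls and 29.9 ± 33.5 CPM at day 2 (SD, n = 4 each), with an adjusted p of 0.151. Over the alternatives the adjusted p of Reg3a in old islets ran from 4.19e-06 to 1.0, and in young islets from 5.62e-05 to 0.0835. Control counts of Reg3a were 0 to 4 per library, so these fold changes depend on the prior count. Reg3g was at 0.193 ± 0.171 CPM in old controls and 46.8 ± 52.5 CPM at old day 2 (SD, n = 4 each; adjusted p 0.213). Over the alternatives the adjusted p of Reg3g ran from 1.12e-05 to 0.9999 in old islets and from 0.00173 to 0.0715 in young islets. The interaction did not separate the ages for Reg3a (adjusted p 0.587) or Reg3g (adjusted p 0.676). Cdc6 rose by 2.91 (SE 0.448) and Mcm3 by 2.66 (SE 0.365). The genes with the largest falls were Amy2b (-5.02, SE 0.801), Clps (-4.14), Pnlip (-4.11), Cel (-3.98) and Cpa1 (-3.94). Amy2b is a pseudogene in the annotation and one of the near-identical amylase 2 rows, so its value is uncertain; the other 4 encode products of exocrine tissue. Across the 8 fits that each left out 1 library, Reg3g kept its call in 5 and Reg3a in 4, and the other genes of largest rise or fall in 8.

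Hspa5, an ER chaperone gene (chromosome 2, 34627490 to 34632051), was at 1905 ± 226 CPM in young controls and 3982 ± 304 CPM at day 2 (SD, n = 4 each), a log2 fold change of 1.06 (SE 0.129, adjusted p 0.00284). In old islets it was at 2337 ± 513 and 2459 ± 265 CPM (SD, n = 4 each; log2 fold change 0.07, adjusted p 0.963). The interaction for Hspa5 was 0.996 (SE 0.206, adjusted p 0.0403). Among the replication licensing genes, Mcm2 (chromosome 6, 88833469 to 88848774) rose by 2.01 (SE 0.262) in young islets, Mcm5 (chromosome 8, 77633427 to 77652338) by 2.70 (SE 0.31) and Mcm6 (chromosome 1, 130228168 to 130256233) by 1.72 (SE 0.2), with adjusted p of 0.00314, 0.00247 and 0.00247. In old islets their log2 fold changes were 0.10, 0.19 and -0.03. The interactions were 1.91, 2.51 and 1.75, with adjusted p of 0.0284, 0.0427 and 0.0118. Across the 16 fits that each left out 1 library, the interaction call was kept in 16 for Mcm6, 7 for Mcm2, 4 for Hspa5 and 3 for Mcm5. Pcna (chromosome 2, 132074898 to 132079050) rose by 1.02 in young islets (SE 0.139, adjusted p 0.00368), and its interaction did not pass (adjusted p 0.0569). Mki67 (chromosome 7, 142881471 to 142908062) rose by 1.48 in young islets (SE 0.447) without passing (adjusted p 0.0742). Of the fixed list of 60 genes, 21 changed in young islets over all genes tested and 37 adjusted over the list alone; in old islets these counts were 0 and 4. The study chose part of that list on these samples, so the counts over the list alone are not independent evidence.

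To test whether the response differed with age, the interaction was fitted. It was past the threshold for 105 of 14705 genes, 41 with a positive and 64 with a negative difference (young less old change). Across the 16 fits that each left out 1 library the count ran from 8 (without young day 2 replicate 2) to 139 (without young day 2 replicate 4). Of 100 reassignments of age within treatment, the real one included, 6 gave as many genes. Such reassignments can carry the age difference into the interaction, so they do not decide whether the count arose by chance. The genes with the largest positive interactions were Mcm3, Mcm5, Chaf1a, Rrm2 and Timeless, from 2.85 to 2.09. The largest negative ones were Reg2 (-7.63, SE 1.68, adjusted p 0.049), Pnliprp2, Ctrb1, Reg1 and Angptl4 (-2.74). Reg2 was at 0.978 ± 0.375 CPM in old controls and 198 ± 263 CPM at old day 2 (SD, n = 4 each). Of these 10 genes, Timeless kept its call in 12 of the 16 fits, and the others in 1 to 6.

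Gene lists were compared in the same fits. The ER stress and folding list rose in young islets by a mean log2 fold change of 0.58 (17 of 18 genes higher, camera adjusted p 4.86e-10) and by 0.03 in old islets (adjusted p 0.396), with an interaction of 0.54 (adjusted p 1.4e-09). The S phase list rose by 1.16 in young islets (38 of 39 genes, adjusted p 4.48e-18) and changed by -0.09 in old islets (adjusted p 0.673), with an interaction of 1.26 (adjusted p 1.52e-18). The G2/M list rose by 0.94 in young islets (adjusted p 3.31e-09) and fell by 0.25 in old islets (adjusted p 0.0196, a call kept in 3 of the 8 fits that each left out 1 library), with an interaction of 1.27 (adjusted p 2.88e-11). The inflammation list rose by 0.90 in old islets (9 of 12 genes, adjusted p 9.37e-07) and by 0.35 in young islets (adjusted p 0.396, with 6 of 24 genes tested). The old value ran from 0.56 without day 2 replicate 3 to 1.55 without control replicate 4, past the threshold in 8 of 8 fits. The interaction of the inflammation list, 0.21 over 12 genes, did not pass (adjusted p 0.673). The young mean rests on 6 genes and the old mean on 12, so they are not comparable and their difference is not the interaction. Under fry, the calls that held were ER stress and folding and S phase in young islets and in the interaction, and inflammation in old islets. With an estimated correlation no call held, the lowest adjusted p being 0.135.

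List scores per library gave the time course. The S phase score was 3.10 ± 0.23 in young controls and 4.20 ± 0.45 at day 2 (SD, n = 4 each; exact permutation test, p = 0.0286, adjusted p 0.0762, higher in 4 of 4 libraries). It was 3.87 and 4.08 in the 2 day 7 libraries and 3.09 and 3.46 at day 14. The ER stress and folding score rose by 0.60 (exact permutation p = 0.0286, adjusted p 0.0762), and at day 7 it was 8.28 and 8.37, within the range of the controls (7.92 to 8.48). The G2/M score was 2.62 ± 0.36 in young controls and 3.43 ± 0.70 at day 2 (SD, n = 4 each; exact permutation p = 0.143), and 4.04 and 4.19 at day 7, above the 4 controls. With 2 libraries against 4, days 7 and 14 cannot give a p below 0.05 and were not tested. The inflammation score rose by 0.56 in young islets (exact permutation p = 0.0286, adjusted p 0.0762, higher in 4 of 4 libraries). In old islets the lowest exact permutation p of the 4 main list scores at day 2 was 0.0857, for inflammation (adjusted p 0.171). That score rose by 0.78 and was above the control mean in 4 of 4 libraries. After adjustment no main list score passed at either age, which the smallest p of this design makes hard to reach. The exact test did not use the pairing of the old libraries.

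**Figure D3:**
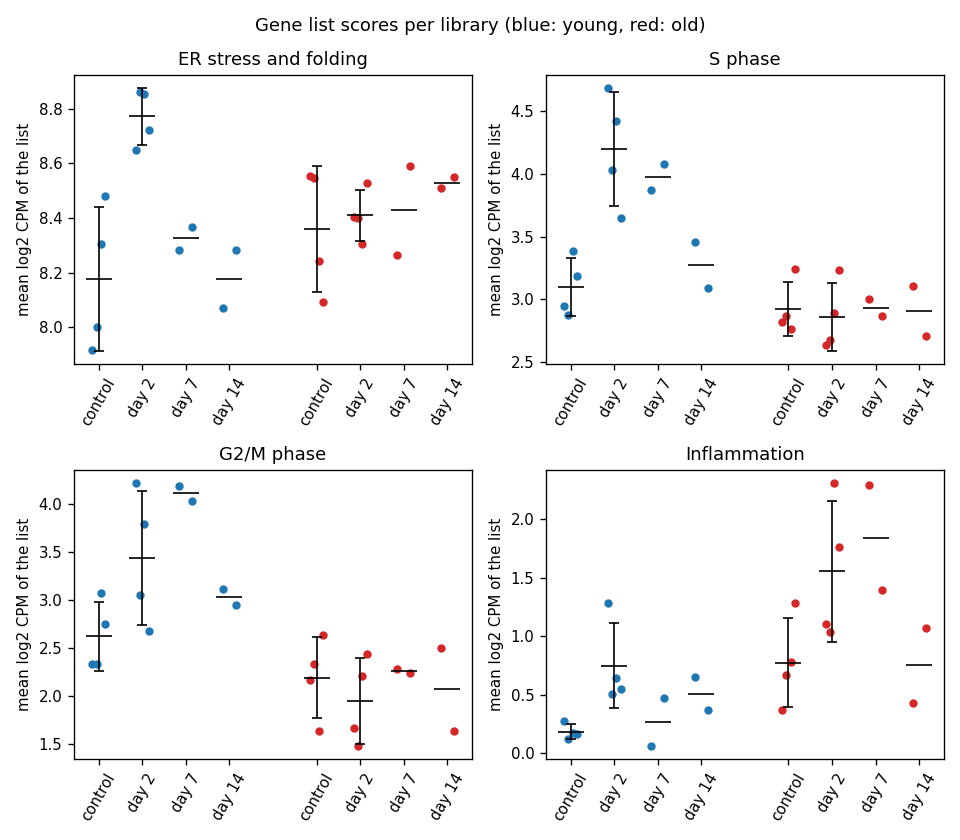
Mean log2 CPM of the 4 main gene lists in each library, by age and day. Points are libraries, black lines are means, and error bars are SD in groups of 4; the S phase score of the 4 young day 2 libraries lies between 3.65 and 4.69, above the 4 young controls.

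Later days were compared with control in fits of 12 libraries. In young islets 15 genes changed at day 7 and 9 at day 14. In old islets 141 genes changed at day 7 (85 higher and 56 lower) and 0 at day 14, where 830 had an unadjusted p below 0.05. DESeq2 moved the old day 7 count most, to 1127 genes, and the median log2 fold change of all genes there was -0.21 with DESeq2 against -0.039.

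To describe the baseline, old controls were compared with young controls. The comparison found 234 of 13367 genes changed, 116 higher and 118 lower in old islets, and 94 by at least 2-fold. The genes with the largest rises with age were Slc35f4 (3.21, SE 0.492, adjusted p 0.0166), Olfm2, Lmo1, Sidt1 and Kazald1. The largest falls were in Reg2 (-4.30), Reg1, Klk1, Amy2a5 (one of the amylase 2 rows) and Reg3d (-3.51). Across the 8 fits that each left out 1 library, Reg1 kept its call in 8 and the other 9 genes in 1 to 6. With the collection code as a random block, 21 genes changed, and without young control replicate 1 the count was 24.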

Values the study reported

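The study reported BrdU-positive cells at 0.73% in control and 3.47% after PPTx. In its single-cell data, the cluster it took for replicating beta cells held 2.3% of cells in control and 5.6% after PPTx.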

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

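Of the tests here, those of exocrine tissue behind the ER list, of leukocyte or fibroblast markers, and those of the acinar and immediate early lists, were chosen after the results they bear on had been seen, as was the share of reads in genes as a covariate.

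Outlying libraries were sought in 60 groups of 4 values (15 measures in 4 groups). 1 group held a library set apart from the other 3, where chance gives about 3. Old day 2 replicate 3 had a total count of 11.349 M, against 9.196 M for the nearest library of its group. It is a difference in depth, which scaling takes into account, and no biological explanation was tested.

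With camera for the lists and edgeR for the genes, the response at day 2 differed between ages for 3 of the 4 main gene lists and 4 of the 8 fixed genes. The interactions of the lists were 0.54 for ER stress and folding, 1.26 for S phase and 1.27 for G2/M phase. Under fry the G2/M interaction did not pass (adjusted p 0.0661). With an estimated correlation none of the 3 lists passed (adjusted p from 0.135 to 0.180). Those of the genes were 0.996 for Hspa5, 1.91 for Mcm2, 2.51 for Mcm5 and 1.75 for Mcm6. Over the alternatives the adjusted p of the interaction ran up to 0.129 for Hspa5, 0.278 for Mcm2, 0.333 for Mcm5 and 0.156 for Mcm6. With the collection code as a random block, 4 genes passed in the interaction, 0 of them positive, so Hspa5, Mcm2, Mcm5 and Mcm6 all lost their calls. Across the 16 fits that each left out 1 library, the call was kept in 16 for Mcm6, 7 for Mcm2, 4 for Hspa5 and 3 for Mcm5, so for 3 of the 4 genes it was lost in most fits. With the share of mapped reads in genes as a covariate, the young rise was 0.98 for S phase and 0.63 for ER stress and folding, and both kept their calls, which argues against that share as the whole cause. From slopes on the acinar score among old libraries, the change of the ER list predicted from the loss of exocrine tissue was 0.048, against 0.58 seen. The amylase 2 rows held at most 9.52% of counts in old libraries and at least 9.93% in young controls. The slopes were not adjusted for run label or for the share of reads in genes, so they cannot exclude exocrine tissue. For S phase, the larger change of the 2 marker scores, for fibroblasts, was 0.26 and that for leukocytes was -0.09 (lowest exact permutation p = 0.343, 4 against 4 libraries), so a small change in these cells cannot be told apart from one in endocrine cells, because the islets were not sorted. A difference with age in the endocrine cells was not tested here and stays open as an explanation. By BrdU labelling, the paper reported a larger rise of proliferating insulin-positive cells after PPTx in young than in old mice.

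Among the further lists, the change at day 2 differed between ages for acinar markers (interaction -5.14, camera adjusted p 7.15e-17) and immediate early genes (-0.58, camera adjusted p 0.0391). Neither passed under fry or with an estimated correlation. With the share of mapped reads in genes as a covariate the interactions were -5.27 and -0.79 (adjusted p 1.9e-16 and 0.00843), which argues against that share as the whole cause. From slopes on the acinar score among old libraries, the interaction predicted for immediate early genes was -0.49. Young controls did not show that relation. The one with the highest acinar score (replicate 4, 10.62) had an immediate early score of 3.92. The one with the lowest (replicate 3, 8.72) had 4.28. The old slopes therefore do not decide whether exocrine tissue in the young controls explains that difference. For acinar markers, the amount of exocrine tissue and the state of exocrine cells were not separated. A difference with age stays open as an untested explanation for both lists.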

How the results depend on the processing

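The share of mapped reads in genes as a covariate, alone or together with the replicate block, rows with one unrepeated name, and leaving out genes that tracked acinar markers were chosen after seeing the data. Unless a value shows it, the cause was not tested.

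The young day 2 count of 936 stayed within 1.5 times under RLE and upper quartile scaling, DESeq2, both filters, the fit of all 24 libraries, the replicate block (1140), the collection code, rows with one name and the removal of acinar-tracking genes. It was 199 at a fold change of at least 2, 2600 on log2(RPKM + 1) and 1434 with the share of reads in genes as a covariate. It ran from 376 to 1108 across the 8 fits that each left out 1 library.

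The old day 2 count of 3 was 83 with DESeq2, 47 with all 24 libraries in one fit, 53 with the run label as a covariate, 32 with only the first run label, 57 with the share of reads in genes, and 1 each on log2(RPKM + 1), with no filter and with the collection code as a random block. With the replicate block, where the pairs follow the run label, it was 78, and with the block and the share together it was 9. It ran from 1 to 3 across the 8 fits that left out 1 library. In the simulation at this design DESeq2 made more false calls than edgeR. The overlap of young and old day 2 calls, 1 gene, became 25 with DESeq2 (Fisher's exact p = 3.58e-08) and 16 with the run label (p = 2.74e-07).

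The interaction count of 105 was 402 with DESeq2, 51 at a fold change of at least 2, 248 with all 24 libraries, 226 with at least 10 counts in every library, 663 on log2(RPKM + 1), 27 with no filter, 344 with the run label, 537 with the share of reads in genes, 177 with upper quartile scaling and 4 with the collection code. It ran from 8 to 139 across the 16 fits that left out 1 library. The count for age in controls, 234, was 535 with DESeq2, 94 at a fold change of at least 2, 597 with all 24 libraries, 1168 on log2(RPKM + 1), 138 with the run label, 763 with the share of reads in genes and 21 with the collection code, and ran from 24 to 297 across 8 fits. On log2(RPKM + 1), 93.5% of the interaction calls and 93.3% of the age calls were positive, against 39.0% and 49.6%; the median log2 fold changes of all genes were 0.25 and 0.24 on that scale, against 0.043 and 0.040. In the interaction the replicate block gave 17 genes and in age 12. The correlations of same-numbered controls of the 2 ages ran from -0.349 to 0.0218, so the numbers gave no sign of pairing the ages. Pairing of the young libraries was not settled.

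At day 7 in young islets, 15 genes became 225 with DESeq2, 9 at a fold change of at least 2, 45 with all 24 libraries, 440 on log2(RPKM + 1), 151 with no filter, 117 with the replicate block, 23 with rows of one name and 82 with the share of reads in genes, and from 4 to 21 without 1 control. At day 14, 9 became 53 with DESeq2, 1 on log2(RPKM + 1) and 17 with the share of reads in genes, and from 4 to 6 without 1 control. At day 7 in old islets, 141 became 1127 with DESeq2, 65 at a fold change of at least 2, 733 with all 24 libraries, 245 with at least 10 counts in every library, 57 on log2(RPKM + 1), 480 with only the first run label, 583 with the replicate block, 242 with the run label and 90 with the share of reads in genes, and from 51 to 112 without 1 control. At day 14 in old islets, 0 became 3 with DESeq2 and stayed at 0 in the other alternatives. Day 7 and day 14 replicates were not left out, since 1 library would remain. Run label alternatives were not run for young islets, which had 1 label.

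Of the gene lists, S phase and ER stress and folding kept their calls in young islets and in the interaction under RLE scaling, with no filter, with the replicate block, with the share of reads in genes as a covariate, in the interaction with the run label as a covariate, under fry, and without any 1 library. The other alternatives were not run on the lists. With an estimated correlation no list passed: the means of 0.58 and 0.54 (ER stress and folding), 1.16 and 1.26 (S phase), 0.94 and 1.27 (G2/M phase), in young islets and the interaction, and of -0.25 (G2/M phase) and 0.90 (inflammation) in old islets had adjusted p from 0.135 to 0.609. Under fry the G2/M means of 0.94, 1.27 and -0.25 had adjusted p of 0.116, 0.0661 and 0.558. The G2/M fall in old islets was -0.12 with the share of reads in genes (adjusted p 0.115) and ran from -0.52 to -0.038 without 1 library. ER stress and folding in old islets ran from -0.042 to 0.096, and passed without old control replicate 1 or 2. Inflammation in old islets ran from 0.56 to 1.55 without 1 library and passed in 8 of 8 fits, and its interaction, which passed in 0 of 16, ran from -0.52 to 0.35. Inflammation in young islets was 1.16 with no filter (adjusted p 0.00177). The replicate block changed no list's call. The list scores kept their side of the threshold under RLE scaling.

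For single genes, 757 values under other alternatives gave 92 weaker and 22 stronger calls, and 608 values without 1 library gave 214 weaker and 2 stronger; 0 reversed. Depth limits genes such as Reg3a, whose controls held 0 to 4 counts.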

Other observations

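The tests of Reg3 genes, falls, noise in old libraries, the relation of the leading component to reads in genes, and the effects assigned to PPTx in the PERK-ATF4 and interferon lists were chosen after the results had been seen.

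The real grouping of the 8 young libraries gave 936 genes, and 1 of the 35 splits, the real one, gave as many; the other splits gave at most 0. For age in controls 1 of 35 splits gave as many as 234, the next giving 1. For old day 2, 2 of 35 splits gave as many as 3 genes. The other one followed the run label and gave 3273 genes, so the run label parted these libraries far more than PPTx did. Among the 8 splits that part all 4 pairs, the real one alone gave 3 or more genes, and with the replicate block it gave 78 against at most 19 in the others; the others exchange control and day 2 within pairs. For the interaction, 6 of 100 reassignments of age within treatment, the real one included, gave as many as 105 genes, the highest giving 412. The share lies close to 1 in 20, and an earlier draw with another random state fell on the other side of it. A reassignment that exchanges ages more in 1 treatment than in the other also carries the age difference into the interaction. The test therefore cannot decide whether the count of 105 is set apart from chance.

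The low count in old islets was weighed against 3 technical explanations. With the run label as a covariate 53 genes changed, and with the share of reads in genes as a covariate 57, both well below the young count. These counts argue against the run label and the share each as the whole cause. For noise, genes higher in young islets had a median change of 0.56 there and 0.055 in old islets. Of these genes, 64.3% were above 0 in old islets. They were picked by their young change, which inflates the young median, and noise in old libraries was not measured. The medians therefore do not decide how far noise lowered the old count.

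The leading component may reflect reads from genomic DNA or unspliced RNA. It followed the share of reads in genes (r = -0.957), and it rose with the share of counts in 1395 rows of olfactory and vomeronasal receptor genes, which islets should hardly express (Pearson's r = 0.849 and Spearman's rho = 0.903 over 24 libraries, permutation p and adjusted p 1e-05 each, the smallest possible; r without the 2 farthest libraries 0.835, in the first run label 0.918, after removing group means 0.844). That share ran from 0.12% to 1.04%. Genomic DNA and nuclear RNA were not separated, and no biological explanation was tested.

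Exocrine tissue in the young controls is a candidate source of part of the falls. Of the 428 genes lower in young day 2 islets, 48 (11.2%) tracked the acinar markers within the old groups, against 1.37% of all genes tested. Of the same 428 genes, 45.8% had a positive slope on the acinar score among old libraries, against 44.1% of all genes tested. Over all these falls, positive slopes were about as frequent as among all genes tested. The slopes were not adjusted for run label or for the share of reads in genes, so their signs cannot exclude exocrine tissue. The excess of tracking genes leaves exocrine tissue open for those that tracked the markers. Of the 118 genes lower with age in controls, 35 (29.7%) tracked the markers, against 1.30% of all genes tested. A positive slope was seen in 55.9% of the 118, against 43.8% of all genes tested. There exocrine tissue and age cannot be told apart, because the excess of positive slopes is too small to cover most falls and too large to exclude. For young rises the predicted median was 0.16 against 0.57 seen, too large a part to exclude. Reg3a and Reg3g rose while the acinar score fell by 3.79 (exact permutation p = 0.0286, 4 against 4 libraries, adjusted p 0.157), so a larger amount of exocrine tissue is argued against; a changed state of exocrine cells stays open. Whether the tissue in controls reflects islet picking or the pancreas itself was not tested.

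The PERK-ATF4 list did not rise with the folding list in young islets. The difference of the 2 scores rose by 0.86 in young islets (exact permutation p = 0.0286, 4 against 4) and by 0.03 in old ones, and after adjustment for the share of reads in genes by 0.96 in young islets. A separate course of the PERK-ATF4 arm is a hypothesis that fits these values. It was found and tested on the same libraries. Loss of exocrine tissue was not tested as a source of the difference and stays open. In young controls the PERK-ATF4 score was lowest in the library with the lowest acinar score (replicate 3, 4.21 and 8.72). It was highest in the library with the highest acinar score (replicate 4, 4.85 and 10.62).

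Interferon response genes were lower at day 2 at both ages, by 0.36 in young and 0.34 in old islets (exact permutation p = 0.0286 each, adjusted p 0.157 over the further lists, below the control mean in 4 of 4 libraries each). The mean shift of -0.3486 had a p of 0.000408 over 4900 relabellings within ages, the smallest they can give, and adjustment for the share of reads in genes left it at -0.3482. An effect of PPTx may account for it, but the list was picked after its values were seen, and the 2 old day 7 libraries were above the old controls, at 4.93 and 3.89.

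Of the remaining lists, in young islets at day 2 the scores changed by -0.23 for beta cell identity, -0.50 for ductal, -0.16 for endothelial and -0.18 for other endocrine markers, -0.37 for immediate early genes and -0.14 for sex genes. In old islets these changes were -0.09, -0.15, -0.17, -0.33, 0.10 and 0.04, with 0.71 for acinar, 0.02 for leukocyte and -0.14 for fibroblast markers. The endothelial change in young islets had an exact permutation p of 0.0286, and none of these passed adjustment (lowest adjusted p 0.157), which the smallest p of this design makes hard to reach. With camera, adjusted over the 30 tests of the further lists, 6 passed. They were acinar markers in young islets (-3.64, adjusted p 1.44e-18) and in the interaction (-5.14, adjusted p 7.15e-17), immediate early genes in young islets (-0.39, 0 of 10 genes higher, adjusted p 0.018) and in the interaction (-0.58, adjusted p 0.0391), endothelial markers in old islets (-0.18, 1 of 10 genes higher, adjusted p 0.0162) and the interferon response in old islets (-0.35, adjusted p 0.0125). Under fry 2 passed, acinar markers and the interferon response in young islets (adjusted p 0.046 each), and with an estimated correlation 0 did (lowest adjusted p 0.378).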
